A study of Mus musculus with 2 samples. Its data were reported in "Effects of Dlx2 overexpression on the genes associated with the maxillary process in the early mouse embryo" (2023).

How the data were processed

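CUT&Tag was used to profile sites occupied by DLX2, a homeodomain transcription factor, in cells of the maxillary process of E12.5 wildtype mice. In CUT&Tag an antibody bound to its target in permeable cells directs a transposase that cuts and tags the DNA around it, so that sequenced fragments pile up where the target sits. The 2 libraries form 1 group of replicates, called replicate 1 and replicate 2 in the order of their sample records. No control library, input or other genotype was used here, so no comparison between groups was made. Per the labels, chromatin was sonicated and precipitated, whereas the methods of the study describe transposase tagging; the values below do not depend on which account holds.

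Per the study's methods, the authors trimmed adapters and poor bases with Trim Galore version 0.6.5 and aligned the reads with bowtie2 version 2.4.2 to the mouse build mm10, which is GRCm38. The peak caller and its settings are not stated in the labels or the methods; the layout and peak names follow the usual output of MACS. Peaks were listed for each replicate on its own, not on pooled reads. The deposited score of each peak is the whole part of 10 times its −log10 q. The fold enrichment deposited by the authors is a ratio of the fragments at the summit to the local background of the same library, and was used here only to describe, rank or filter peaks. The deposited −log10 p and −log10 q of each peak are the peak caller's own, and both lists stop at a q of 0.1. The position of the summit, deposited as bases from the start of the peak, was used to match summits.

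The deposited peak lists give no read totals. The number of fragments at each summit and the local background were instead recovered from the fold and the −log10 p, on the assumption that fold is the ratio of fragments plus 1 to background plus 1 and that p is the upper tail of a Poisson distribution. A whole number of fragments was found for 100% of the peaks in each replicate, with a tolerance of 0.001. After the −log10 p of each peak was moved by a random amount, a whole number was found for 1.23% of replicate 1 peaks and 0.881% of replicate 2 peaks. The fragment numbers are therefore an inference from the deposited values, not counts given by the authors. The lowest background in a library, called its floor, was taken as a measure of its coverage.

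Shared regions were the segments covered by a peak of each replicate, with at least 1 bp in common, and bedtools 2.31.1 gave the same number. The overlap was compared with 1000 placements of the replicate 2 peaks at random positions in their own chromosome, with a one-sided empirical p. Assembly gaps were not left out of the placements, other than the first 3000000 bp of chromosomes 1 to 19 and X, because no genome sequence was used here. Regions were classed against RefSeq genes of GRCm38.p6 as lying within 2 kb of a gene end, in a gene body farther than that from an end, or intergenic. The annotation used gives gene extents without strand, exons or transcripts, so either end of a gene stood in for the planned transcription start site, and the planned split of gene bodies into exons and introns was replaced by the gene body class. Of 49943 genes, 340 listed before position 3000000 were left out because their coordinates belong to other sequences, which left 49603 genes, 21779 of them protein-coding. Class shares were compared with 1000 random placements of the same regions, with a two-sided empirical p and Benjamini-Hochberg adjustment over the 3 classes. A region was linked to the gene that holds its midpoint, or otherwise to the gene with the nearest end. The number of linked genes was compared with 100 placements. Distances of linked regions were taken from the midpoint, whereas those of *Dlx2*, *Zeb2* and *Sox9* to their nearest shared region were taken from the edge of the region. Motifs, tandem repeats and windows matched on GC content need a genome sequence and were not analysed here.

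Shares carry 95% Wilson intervals, which cover counting error only. Spearman's rho was computed across regions, which are not independent replicates, with an interval from 1000 bootstrap resamples. Peaks of different position within a chromosome are not independent either, and the p values describe these lists rather than a population of embryos. The overlap and the recovery of fragment numbers were tested on simulated data. Of 5000 overlapping peaks planted in simulated lists, 4933 segments were found above the random mean, and 100% of 18642 simulated fragment numbers were recovered. The simulated values were made with the same formulas, so their recovery checks the calculation and not whether the deposited values follow those formulas. They also did not reach the highest fragment numbers and backgrounds of the deposited peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

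The rule for named items was fixed before the data were examined. It takes the 10 shared regions with the highest fold in the replicate where that fold is lower, the 6 *Dlx* genes *Dlx1*, *Dlx2*, *Dlx3*, *Dlx4*, *Dlx5* and *Dlx6*, the genes *Zeb2*, *Rora*, *Runx2*, *Mnt*, *Sox9*, *Msx2*, *Wnt1* and *Mmp13* that the study discusses around DLX2, and the 5 genes with the most linked shared regions. Alternatives fixed at the same time were a −log10 q of at least 5, a fold of at least 5, the numbered chromosomes with X and Y only, a shared length of 50% of each peak, summits within 150 bp, lists of equal length, a shift of each region by 50 to 500 kb in place of placement in the chromosome, distances of 1 and 5 kb to a gene end, protein-coding genes only, a link limit of 100 kb, and each replicate on its own. A −log10 p of at least 7, leaving out peaks with a background over 5 times the floor, linking by the nearest gene end only, and the filters on peaks as applied to Spearman's rho were added after the data were seen.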

Results

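To locate sites occupied by DLX2 in the developing upper jaw, CUT&Tag peaks from the maxillary process of E12.5 wildtype embryos were compared between 2 replicates. The maxillary process is the embryonic outgrowth that forms most of the upper jaw. Replicate 1 held 28061 peaks and replicate 2 held 62093 peaks, a mean of 45077 ± 24064 (SD, n = 2). The list of replicate 2 was 2.21 times as long as that of replicate 1. A −log10 q of at least 5 moved both numbers most, to 2876 peaks in replicate 1 and 6870 in replicate 2. Peaks were short, with a median length of 145 bp in replicate 1 and 193 bp in replicate 2. They covered 4.86 Mb in replicate 1 and 14.4 Mb in replicate 2. The median fold enrichment given by the authors' peak caller was 4.33 in replicate 1 and 4.12 in replicate 2.

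Most peaks rested on few fragments. The recovered number of fragments at the summit had a median of 6 in replicate 1, with quartiles of 5 and 7. In replicate 2 the median was 9, with quartiles of 8 and 11. The background floor was 0.387 fragments in replicate 1 and 1.10 in replicate 2, a ratio of 2.84 between the replicates.

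The overlap of the replicates was examined next, to find the regions detected in both. The lists had 10921 shared regions, with a median length of 151 bp. Random placement of the replicate 2 peaks gave a mean of 306 shared regions, with a range of 254 to 351. The observed number was 35.7 times that mean, with a one-sided empirical p of 0.001, the smallest the placements can give. A −log10 q of at least 5 moved the number of shared regions most, to 1702. Of the replicate 1 peaks, 38.9% met a replicate 2 peak (95% Wilson interval 38.3 to 39.4%), against 1.09% at random. Of the replicate 2 peaks, 17.2% met a replicate 1 peak (interval 16.9 to 17.5%), against 0.493% at random.

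The share of peaks met by the other replicate differed with fold enrichment. Among replicate 1 peaks with a fold below 4, 20.3% met a replicate 2 peak (interval 19.5 to 21.2%). At a fold of 10 or more, 161 of 162 replicate 1 peaks did so, or 99.4% (interval 96.6 to 99.9%). In replicate 2 the share was 6.99% below a fold of 4 (interval 6.70 to 7.29%) and 97.0% at 10 or more (interval 93.5 to 98.6%). Across the shared regions, the folds of the replicates had a Spearman's rho of 0.440 (bootstrap interval 0.423 to 0.457). A fold of at least 5 moved this rho most, to 0.366.

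**Figure D1:**
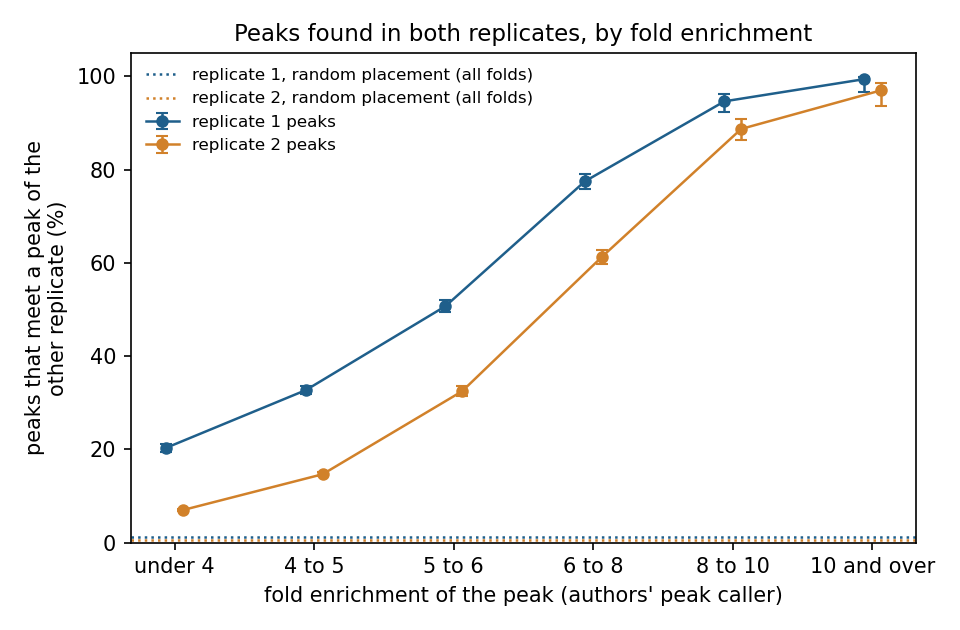
Share of peaks (%) that meet a peak of the other replicate, by the fold enrichment of the peak, for replicate 1 and replicate 2; bars are 95% Wilson intervals and dotted lines the share under random placement over all folds. The share is higher in each successive fold bin of both replicates, up to 99.4% of replicate 1 peaks and 97.0% of replicate 2 peaks at a fold of 10 or more.

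The shared regions were then placed relative to annotated genes, a comparison that asks whether DLX2 sites lie at gene ends or between genes. Of the 10883 shared regions on chromosomes 1 to 19, X and Y, 15.1% lay within 2 kb of a gene end (interval 14.5 to 15.8%), 47.3% lay in a gene body (interval 46.3 to 48.2%) and 37.6% were intergenic (interval 36.7 to 38.5%). Placement at random in the chromosome gave means of 12.1% near a gene end, 42.3% in a gene body and 45.6% intergenic. Each of the 3 differences had a two-sided empirical p of 0.002, raw and adjusted, the smallest the placements can give. Shifting each region by 50 to 500 kb changed the call or the direction of all 3 comparisons. The shifted regions lay within 2 kb of a gene end in 14.9% of cases, which the shared regions did not exceed detectably (p 0.41). They lay in a gene body in 49.0% of cases, above the observed share (p 0.002), and were intergenic in 36.1%, below the observed share (p 0.002). The directions for gene bodies and intergenic sequence were thus opposite under the local shift and under placement in the chromosome. With protein-coding genes only, 43.0% of the shared regions lay in a gene body against 37.8% at random, and 50.5% were intergenic against 56.0%, so that the intergenic class was then the largest. The difference near gene ends was moved most by a −log10 q of at least 5. It was not detectable under that filter (11.7% against 12.4% at random, p 0.404), at a fold of at least 5 (12.1% against 12.2%, p 0.951) or with protein-coding genes only (6.45% against 6.19%, p 0.256).

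The same classes were computed for all peaks of each replicate. Peaks within 2 kb of a gene end made up 17.2% ± 1.31 (SD, n = 2), peaks in a gene body 49.3% ± 0.247 (SD, n = 2) and intergenic peaks 33.6% ± 1.07 (SD, n = 2). The shared regions lay below the mean of the replicates near gene ends and in gene bodies and above it between genes, by more than 1 SD in each case. Both lists contain the shared regions, so this spread is a description and not a test.

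**Figure D2:**
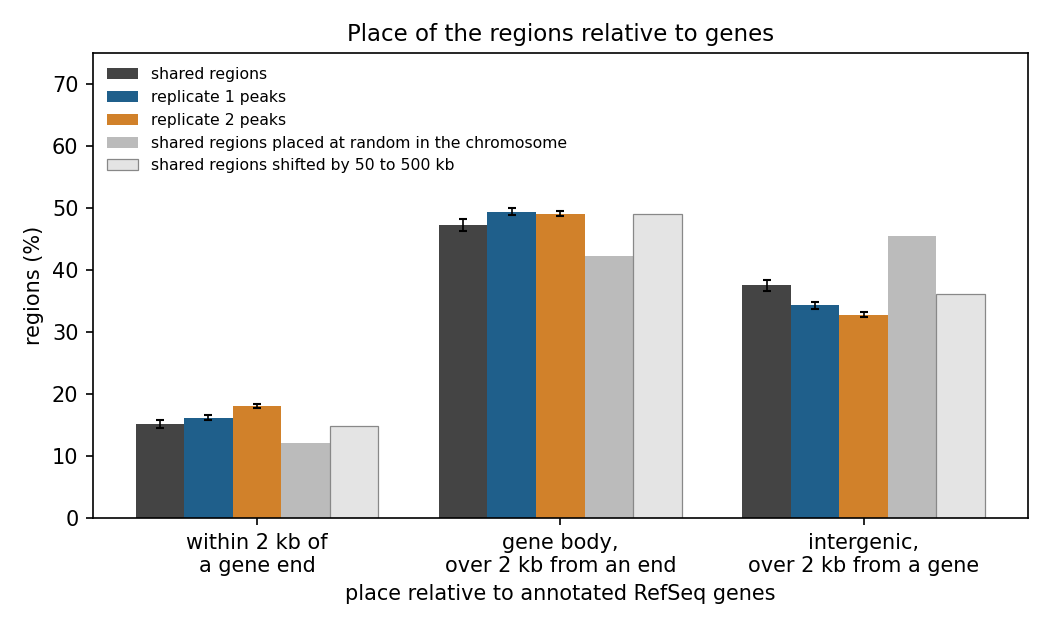
Share of regions (%) in each class of position relative to RefSeq genes, for the shared regions, all peaks of each replicate, and the shared regions placed at random in the chromosome or shifted by 50 to 500 kb; error bars are 95% Wilson intervals. The shared regions lie above placement in the chromosome and below the local shift in the gene body class, with 47.3% against 42.3% and 49.0%.

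Linking each shared region to the gene that holds it, or to the nearest gene, gave 7314 genes. Random placement gave a mean of 7701 genes, with a range of 7592 to 7784 over 100 placements. A −log10 q of at least 5 moved the number of genes furthest down, to 1482, and using all replicate 2 peaks moved it furthest up, to 22680. Of the linked genes, 5331 had 1 shared region and 181 had 5 or more. A gene held 6084 of the regions, and the other linked regions lay a median of 12.3 kb from their gene.

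Of the 14 genes fixed beforehand, 3 had a linked shared region, namely *Dlx2*, *Rora* and *Runx2*. Taken alone, replicate 1 had a linked peak for 5 of the 14 genes and replicate 2 for 8. *Rora* had 9 linked peaks in replicate 1 and 26 in replicate 2, against 2 linked shared regions. *Runx2* had 4 linked peaks in replicate 1 and 22 in replicate 2, against 1 linked shared region. *Zeb2* had 0 linked peaks in replicate 1 and 3 in replicate 2. Together they had 4 linked shared regions, against a random mean of 6.96 over the 14 genes and a random range of 1 to 15. With protein-coding genes only, 7 of the 14 genes had 21 linked shared regions, against a random mean of 25.1 and a random range of 13 to 39. The region linked to *Dlx2* lay on chromosome 2 at 71557488 to 71557543 in mm10, 10.7 kb from the gene, with a fold of 4.88 in replicate 1 and 5.71 in replicate 2. It was absent from the shared regions at a fold of at least 5, where *Dlx2* had 0 linked shared regions. *Rora* held 2 shared regions, 1 of them on chromosome 9 at 69099604 to 69100201 with a fold of 11.03 in replicate 1 and 9.34 in replicate 2. Within *Runx2*, 1 shared region lay on chromosome 17 at 44727876 to 44728432 with a fold of 7.78 in replicate 1 and 10.04 in replicate 2. No shared region was linked to *Zeb2*, whose nearest was 234 kb away, or to *Sox9*, whose nearest was 51.8 kb away. Of the 21 regions linked with protein-coding genes only, *Sox9* had 10, *Rora* 4, *Dlx2* 3, and *Zeb2*, *Runx2*, *Dlx4* and *Dlx6* 1 each. By the nearest gene end only, an alternative added after the data were seen, *Rora* had 0 linked shared regions.

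The gene with the most linked shared regions was *Rbms3*, with 19 against a random mean of 5.74 and a random maximum of 10. *Slc35f3* had 16 linked shared regions (random mean 1.56, maximum 7), *Cdh13* had 15 (random mean 6.27, maximum 12), *Sdk1* had 15 (random mean 6.16, maximum 13) and *Cdh4* had 14 (random mean 2.16, maximum 7). These genes were chosen for their high numbers, so the random maxima are not a test of any of them. Linking by the nearest gene end only left 7 regions for *Rbms3*, 6 for *Slc35f3*, 3 for *Cdh13*, 3 for *Sdk1* and 4 for *Cdh4*. The filters fixed beforehand also changed the order of these genes. In the same order, the counts were 9, 5, 10, 2 and 3 at a fold of at least 5. They were 6, 4, 6, 1 and 3 at a −log10 q of at least 5. With protein-coding genes only, they were 23, 17, 16, 19 and 14.

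The 10 shared regions with the highest fold in the lower replicate had folds between 12.6 and 23.7. Of these, 5 were intergenic, 3 lay within 2 kb of a gene end and 2 lay in a gene body. The first lay on chromosome 15 at 75086736 to 75086951, 11.8 kb from *Gm5960*, with a fold of 20.6 in replicate 1 and 23.7 in replicate 2. The second lay at an end of *Aida* on chromosome 1 at 183299161 to 183299566, with folds of 17.7 in replicate 1 and 22.5 in replicate 2. Another lay between genes on chromosome 1 at 39499481 to 39499878, with folds of 15.8 in replicate 1 and 16.1 in replicate 2. On chromosome 9, a region near an end of *Lars2* at 123461849 to 123462173 had folds of 15.0 in replicate 1 and 21.6 in replicate 2. Also on chromosome 9, a region at 118401083 to 118401623, 0.664 kb from *Platr11*, had folds of 13.9 in replicate 1 and 17.7 in replicate 2. The other five were linked to *LOC100043315*, *Sec31a*, *Gm12136*, *Aldh1a2* and *Cadps2*.

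Peak density differed between chromosomes. Across the 19 autosomes it ranged from 9.03 to 14.4 peaks per Mb in replicate 1 and from 18.8 to 33.0 in replicate 2. The X chromosome had 222 peaks in replicate 1, or 1.32 per Mb, and 931 in replicate 2, or 5.55 per Mb. The Y chromosome had 2 peaks in replicate 1 and 8 in replicate 2. All of them lay close to position 90843932, where the last annotated gene or listed peak on Y ended. The end of the chromosome itself was not used here. The lowest Y peak position was 90811700 in replicate 1 and 90737813 in replicate 2, and the rest of Y held no peak.

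**Figure D3:**
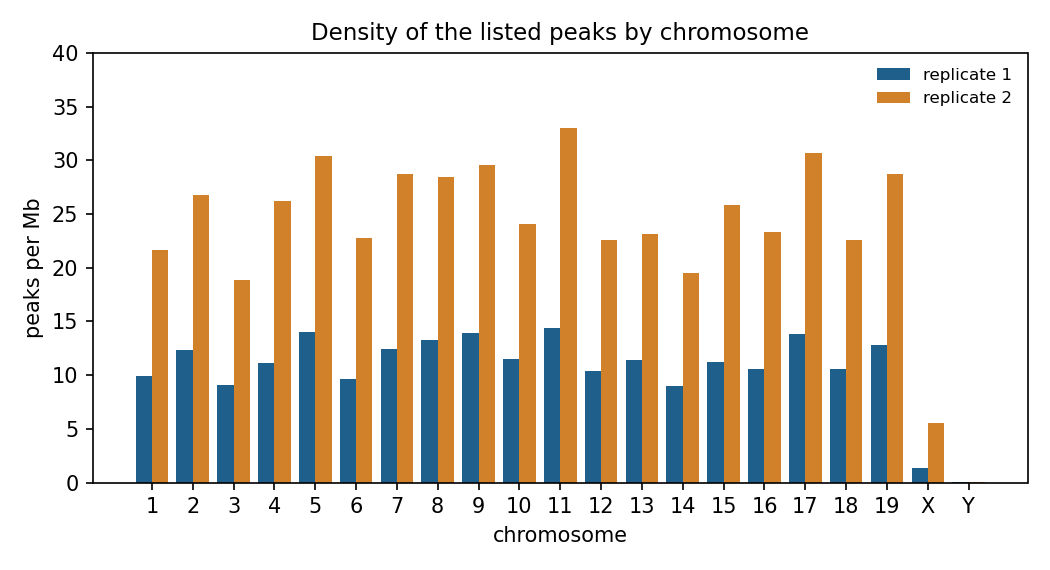
Peaks per Mb on each chromosome in replicate 1 and replicate 2. The X chromosome, at 1.32 and 5.55 peaks per Mb, lies below every autosome in both replicates.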

Values the study reported

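The study reported 14,738 and 6899 peaks for its replicates, of which 3518 were shared. It placed less than 7% of the shared peaks in promoters, taken as the sequence within 2 kb of a start site. It linked 2,511 genes to these peaks. It also reported that sites between genes made up the largest share.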

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

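A −log10 p of at least 7, leaving out peaks over 5 times the background floor, linking by the nearest gene end only and the filters on peaks as applied to Spearman's rho were tests chosen after the results were seen; the other alternatives were fixed beforehand. Of 73 alternatives to the main values of the comparisons, 47 kept the direction and the side of the threshold, or stayed within 1.5 times the main count or the interval of the main rho. The excess of shared regions over random placement held in each alternative computed for it, from 23.0 times under a local shift to 156 times at a −log10 q of at least 5.

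At a −log10 q of at least 5, there were 2876 and 6870 peaks, 1702 shared regions, 1482 linked genes and 11.7% of shared regions near a gene end (p 0.404). At a fold of at least 5, these were 9257 and 12039 peaks, 3832 shared regions, 3096 genes and 12.1% (p 0.951). At a −log10 p of at least 7, they were 6917 and 14691 peaks, 3722 shared regions, 2957 genes and 12.3% (p 0.999). The lower counts follow from the filters themselves; the cause of the lower shares near a gene end was not tested. Requiring 50% of each peak to be shared left 6292 regions, again by construction. Using 1 replicate alone gave from 14520 to 22680 linked genes, since unshared peaks then enter.

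The class comparisons depended on what counts as chance. Under the shift of 50 to 500 kb, the observed 15.1% near a gene end met 14.9% (p 0.41). The observed 47.3% in gene bodies then lay below 49.0% and the observed 37.6% between genes lay above 36.1%, each reversed with a p of 0.002, the smallest the placements can give. The shift keeps each region in its neighbourhood, so the excess in gene bodies under placement in the chromosome does not hold against local sequence; why the local direction is opposite was not tested. With protein-coding genes only, 6.45% lay near a gene end against 6.19% (p 0.256); the cause was not tested. Over the alternatives, the p near a gene end ranged from 0.002 to 0.999. Pairing summits within 150 bp gave a Spearman's rho of 0.459, just outside the interval of the main value. It was lower, at 0.3803, with a −log10 q of at least 5, at 0.366 with a fold of at least 5 and at 0.392 with a −log10 p of at least 7. The cause of these changes was not tested.

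For the 19 named genes, 51 of 190 alternative counts of linked regions differed by more than 1.5 times from the main count, 25 lower and 26 higher. With 2 replicates and no control library no alternative separates bound sites from background shared by both libraries. Alternatives that need a genome sequence were not run, namely those for motif shares and for regions without simple tandem repeats. Those for promoters and introns were run on gene ends and gene bodies in their place.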

Other observations

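The tests of fragment number behind unmatched peaks, of gene density on X, of clustered regions and of isolated peaks, and the split of the gene-end test by replicate, were chosen after the results were seen, as were the −log10 p of at least 7 and the look at the highest pileups. The group holds wildtype samples alone, so no biological explanation was tested against another group.

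The lists here held 28061 and 62093 peaks. Both are higher than the values quoted from the study above. The shared regions here numbered 10921. That is higher than the value quoted from the study above. The linked genes here numbered 7314. That is higher than the value quoted from the study above. The share near a gene end is another measure than a promoter share, and the 2 were not compared. The study found the largest share of sites between genes. Here, with all annotated genes, the gene body class was the largest, at 47.3% against 37.6% intergenic. With protein-coding genes only, the intergenic class was the largest, at 50.5% against 43.0% in gene bodies. The classes here may not be those of the study, whose text defines only the promoter. Gene bodies were not split into exons and introns here, and sequence within 2 kb of either gene end was a class of its own. The shared regions also came from longer lists. Which class is largest is therefore not a like comparison with the study. A candidate explanation is that a stricter threshold than that of the deposited lists lay behind the quoted counts. A −log10 p of at least 7, picked with those counts in view, gave 6917 peaks in replicate 1, 14691 in replicate 2 and 3722 shared regions. The study names its longer list before the shorter, the opposite of the order of the replicates here, and does not tie either to a sample. A threshold picked in this way can be made to come close, so this remains a hypothesis.

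Lower coverage of replicate 1 may account for its shorter list. When the fragments of replicate 2 were thinned to the background of replicate 1, 22086 of its peaks still passed the lowest listed p of replicate 1, within 1.5 times the 28061 peaks listed there. Peaks chosen for high counts overstate the number that pass, and sites below the threshold of replicate 2 did not enter, which understates it, so the number is approximate and the explanation remains a hypothesis. Of the thinned peaks that passed, 26.5% met a replicate 1 peak, so coverage alone does not say which peaks recur.

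Many replicate 1 peaks had no counterpart in replicate 2. Of the 349 replicate 1 peaks with 15 or more fragments at the summit, 98.3% met a replicate 2 peak. Of the 12489 with 5 or fewer fragments, 20.7% did. Fold is computed from the same fragments, and the share met was already known to differ with fold, so these shares restate the pattern. Few fragments under weak peaks therefore cannot be told apart from other causes. Recurrence in both libraries does not separate DLX2 sites from open or repeated sequence, since no control library was used here.

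The X chromosome had 0.114 times the autosomal peak density in replicate 1 and 0.218 times in replicate 2. Its gene density argues against one explanation: 4 autosomes had a gene density within 10% of that of X, and the lowest of their peak densities was 3.39 times that of X. Lower read coverage of X may contribute. In replicate 1, 29.3% of X peaks had a local background above the floor against 74.0% of autosomal peaks (Fisher's exact test, p 1.57e-43), and in replicate 2 these were 30.0% and 69.0% (Fisher's exact test, p 1.07e-129). The difference remained among peaks with no other peak within 10 kb, at 23.96% against 67.5% in replicate 1 and 18.2% against 51.3% in replicate 2. A single X copy per cell cannot be told apart from other causes of low coverage. Thinning autosomal peaks to 50% of their fragments left a share of 0.359 in replicate 1 and 0.305 in replicate 2, above the ratios seen. Peaks chosen for high counts overstate that share, and sites below the threshold did not enter, which understates it. The thinning therefore does not decide for or against a single copy. The sex of the embryos was not used here.

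Peaks met by the other replicate lay near gene ends less often than unmet peaks, at 15.2% against 16.9% in replicate 1 and 15.5% against 18.6% in replicate 2. Fragment number at the summit was tested by comparing peaks of equal fragment number. The prediction was written for both replicates together and was split once the intervals were seen. In replicate 2 the stratified odds ratio was 0.823 (95% interval 0.773 to 0.877), which argues against fragment number as the whole cause. In replicate 1 it was 0.931 (interval 0.866 to 1.001), which barely includes no difference, so fragment number may be enough there. The unstratified odds ratio of replicate 1 was 0.886, so most of the difference remained, and the replicates were not tested against each other.

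Shared regions were clustered in places. In 90 windows of 100 kb there were 5 or more, 515 regions in all. Sequence present in more copies than the assembly holds is a candidate explanation for some of them. The median background of clustered regions was 1.87 times the floor in replicate 1, against 1.33 elsewhere, and 1.71 against 1.25 in replicate 2. Neighbouring peaks raise this background, yet among peaks with no other peak within 10 kb it was 1.57 against 1.26 in replicate 1 and 1.54 against 1.12 in replicate 2. A broad domain of true signal would raise the background too, so the test does not separate these. The highest pileup lay on chromosome 17 at 39843922 to 39846486, with 141 fragments in replicate 1 and 369 in replicate 2. The background there was 52.5 and 58.0 times the floor. This region overlapped an end of the ribosomal RNA gene *Rn18s-rs5*, with its midpoint 1.15 kb outside the gene. Leaving out peaks over 5 times the floor left 10841 shared regions, so places with a background that high make up few of them. Most clustered regions lay below that cut, so it does not say how many come from sequence in more copies.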
